# Comparative Transcriptome Profile of the Cytoplasmic Male Sterile and Fertile Floral Buds of Radish (*Raphanus sativus* L.)

**DOI:** 10.3390/ijms17010042

**Published:** 2016-01-06

**Authors:** Shiyong Mei, Touming Liu, Zhiwei Wang

**Keywords:** cytoplasmic male sterility, radish, Illumina sequencing, transcriptome, differentially expressed genes

## Abstract

Radish cytoplasmic male sterility (CMS) has been widely used for breeding in *Raphanus* and *Brassica* genera. However, the detailed regulation network of the male sterility remains to be determined. Our previous work has shown that the abnormalities in a CMS radish appeared shortly after the tetrad stage when microspores were malformed and the tapetal cells grew abnormally large. In this work, histological analysis shows that anthers are at the tetrad stage when the radish buds are about 1.5 mm in length. Furthermore, a high throughput RNA sequencing technology was employed to characterize the transcriptome of radish buds with length about 1.5 mm from two CMS lines possessing the CMS-inducing *orf138* gene and corresponding near-isogenic maintainer lines. A total of 67,140 unigenes were functionally annotated. Functional terms for these genes are significantly enriched in 55 Gene Ontology (GO) groups and 323 Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. The transcriptome detected transcripts for 72 out of a total of 79 protein genes encoded in the chloroplast genome from radish. In contrast, the radish mitochondrial genome contains 34 protein genes, but only 16 protein transcripts were detected from the transcriptome. The transcriptome comparison between CMS and near-isogenic maintainer lines revealed 539 differentially expressed genes (DEGs), indicating that the false positive rate for comparative transcriptome profiling was clearly decreased using two groups of CMS/maintainer lines with different nuclear background. The level of 127 transcripts was increased and 412 transcripts were decreased in the CMS lines. No change in levels of transcripts except CMS-inducing *orf138* was identified from the mitochondrial and chloroplast genomes. Some DEGs which would be associated with the CMS, encoding MYB and bHLH transcription factors, pentatricopeptide repeat (PPR) proteins, heat shock transcription factors (HSFs) and heat shock proteins (HSPs), are discussed. The transcriptome dataset and comparative analysis will provide an important resource for further understanding anther development, the CMS mechanism and to improve molecular breeding in radish.

## 1. Introduction

Plant cytoplasmic male sterility (CMS) is a maternally inherited trait preventing the production of functional pollen but maintaining female fertility. CMS has been observed in many crops and widely applied to produce hybrids with significant heterosis [1]. CMS is usually associated with chimeric open reading frames caused by mitochondrial genome reorganization [2,3,4]. In many cases, pollen fertility of the CMS plants can be restored by corresponding nuclear-encoded fertility restorer genes suggesting that CMS is an ideal model system to study nuclear-cytoplasmic gene interaction [5].

Considerable progress has been made in the molecular dissection of CMS and fertility restoration in plants. Many novel chimeric mitochondrial genes have been identified and are responsible for CMS through a variety of mechanisms (such as *urf13* from maize, *pcf* from petunia, *orf79/orfH79* from rice, *orf224/orf222* from rapeseed *etc.*) [6,7,8,9,10,11]. Recently, a new mitochondrial gene, *WA352*, was found to confer CMS in rice. WA352 interacts with the nuclear-encoded mitochondrial protein OsCOX11 which has a role in hydrogen peroxide degradation. The interaction between WA352 and OsCOX11 triggers an early reactive oxygen species (ROS) burst which promotes cytochrome c release to the cytosol, causing premature tapetal programmed cell death (PCD) [3]. Several fertility restorer (*Rf*) genes were isolated through map-based cloning strategy. The first cloned *Rf* gene encodes an aldehyde dehydrogenase [12]. *Rf17* and *Rf2* in rice encode acyl-carrier protein synthase-like protein and glycine-rich protein, respectively [13,14]. Sugar beet *Rf1* encodes the mitochondrial protein bvORF20 that resembles a yeast protease involved in mitochondrial protein quality control and interacts with the sterility-inducing factor preSATP6 [15,16]. All the other *Rf* genes encode pentatricopeptide repeat (PPR) proteins [8,17,18,19,20,21,22,23].

Radish (*Raphanus sativus* L.), an annual or biennial herb belonging to the family Brassicaceae, is an economically important root vegetable crop produced throughout the world. The edible taproot of radish is an excellent source of dietary fiber and carbohydrates, essential minerals and organic nutrients for humans [24,25,26]. Three different radish CMS germplasms, Ogura/Kosena, NWB and DCGMS CMSs, have been identified [18,20,27,28]. *Orf138/orf125* confers Ogura/Kosena CMS [18,20], and *orf463* is likely to be a causative factor for DCGMS CMS [28]. In recent years, next-generation sequencing technology obviously increased the efficiency and speed of gene discovery. By high-throughput cDNA sequencing (RNA-Seq), researchers can obtain almost the entire transcriptional landscape of gene expression in a high throughput and quantitative way. In this study, comparative transcriptome analysis of radish buds from CMS and their maintainer lines was conducted by Illumina sequencing, which might provide assistance for further deep analysis about anther development and CMS in radish.

## 2. Results and Discussion

### 2.1. The Floral Bud Size Is Associated with the Microspore Developmental Stage

No morphological difference between the CMS line and the corresponding maintainer line was observed except for the anther. CMS lines have empty yellow anthers whereas maintainer lines have full and dehiscent anthers (Figure 1). No histological differences were observed between the CMS line 9802A1 and the corresponding maintainer line 9802B1 in the anther at the tetrad stage when tetrads were enclosed by a thick callose wall in our previous study [29]. After the tetrad stage, microspores released from tetrads underwent cell expansion and cell wall synthesis in male fertile anthers. In contrast, most microspores from CMS anthers grew slowly and were malformed, and the tapetal cell grew abnormally large with increased vacuoles [29]. The cytoplasm of 9802A1 was introgressed into HYBP-B and YH-B at more than 16 times of backcrossing. The resulting CMS lines, HYBP-A and YH-A, display different morphologies, indicating that they differ in their nuclear genomes. In this work, the stage of pollen abortion in HYBP-A and YH-A is the same with that of 9802A1 suggesting that different nuclear backgrounds could not change the pollen abortion phase from the same CMS cytoplasm. In the four lines, HYBP-A/B and YH-A/B, when the buds reached about 0.8 mm, anthers were at the microspore mother cell stage (Figure 2A). Microspore mother cells were undergoing meiosis when the buds were about 1.1 mm in length (Figure 2B). When the bud length was about 1.5 mm, individual tetrads could be seen (Figure 2C). In HYBP-B and YH-B, the phase of the vacuolate microspore appeared in buds about 2.0 mm in length (Figure 2D), with a single large vacuole displacing the single nucleus to one side of the cell.

**Figure 1:**
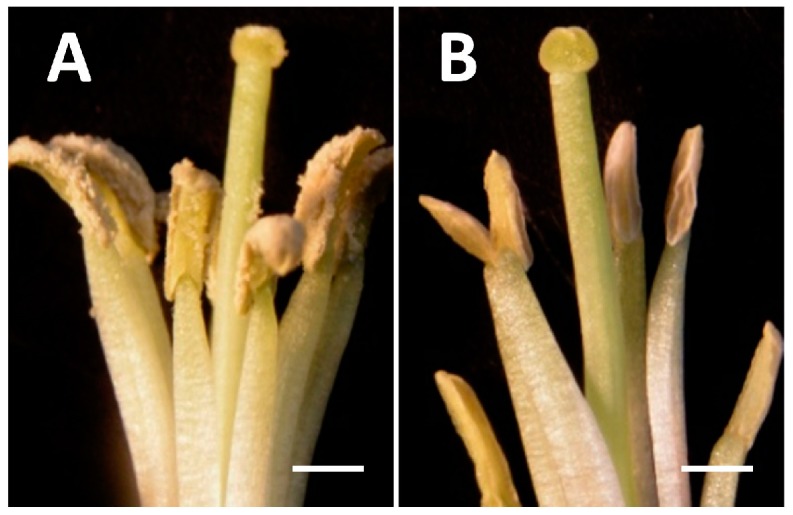
Partially dissected radish flowers. Male fertile plant (**A**); and male sterile plant (**B**). Bar = 1 mm.

**Figure 2:**
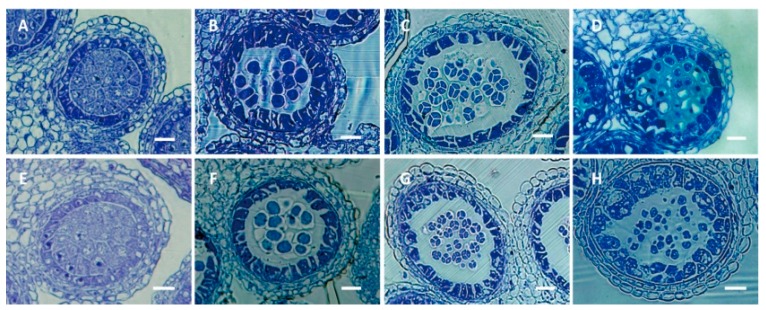
Development of anthers in the maintainer line HYBP-B (**A**–**D**) and the CMS line HYBP-A (**E**–**H**). Anther from floral bud at about 0.8 mm long (**A**,**E**); Anther from floral bud at about 1.1 mm long (**B**,**F**); Anther from floral bud at about 1.5 mm long (**C**,**G**); Anther from floral bud at about 2.0 mm long (**D**,**H**). Bar = 20 μm.

### 2.2. Illumina Sequencing

Since distinct anther defects were histologically observed shortly after the tetrad stage in the CMS lines, we reckoned that the gene expression profiles at the tetrad stage could already change between the CMS lines and maintainer lines. 

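RNA-Seq was made from floral buds of the CMS lines HYBP-A and YH-A and of their maintainer lines HYBP-B and YH-B. The sample labels name 8 samples, 2 per line, of 5 plants each. They give the tissue as anther and the stage as the dual-core period of microspore mother cells, which differs from the tetrad stage and the bud length of 1.5 mm in the paper. The deposited tables hold 1 column of reads per line, so the 4 lines are taken as 4 libraries without replicates. The caption of Figure S1 takes its RNA-Seq values from 1 sample of HYBP-A and HYBP-B, and their ratios match the deposited columns. No such statement covers YH-A and YH-B, so a YH column could pool the 2 labelled samples. The authors assembled the reads of all libraries together with Trinity, counted the reads on each assembled transcript, wrote 0.5 where no read was counted and divided by transcript length and by the mapped reads of the library to give RPKM. Read counts, lengths and RPKM imply 17875996 mapped reads for HYBP-A, 17052744 for HYBP-B, 16101936 for YH-A and 17317753 for YH-B, or 68348429 in all. These totals set the scale of every RPKM value, while the paper's 83932141 clean reads are counted before mapping. Each table lists 65535 transcripts, which is 50.3% of the 130240 assembled sequences, so a count of transcripts covers that part only. The listed transcripts carry between 50.9% and 51.9% of the mapped reads of a library, and between 19871 transcripts in HYBP-A and 25334 in YH-A have no read. A transcript without reads can still be present at up to 3 reads, an RPM of 0.168 to 0.186, where RPM is RPKM without the division by length. Within each pair, the reads of a transcript in the CMS line and in the maintainer line were compared by an exact two-sided binomial test against the share of the mapped reads (edgeR's binomTest, which takes a chi-squared approximation above 10000 reads), with Benjamini-Hochberg adjustment. The paper's thresholds were kept, an adjusted p-value under 0.001 and an absolute log2 RPKM ratio above 1. With 1 library per line, a call compares the 2 libraries and not the conditions, since no spread between plants is measured. In counts drawn at random around these values, with 200 changed transcripts and a coefficient of variation of 0.2 between libraries, the test called 276 unchanged transcripts in the HYBP pair and 267 in the YH pair, against 0 where counts varied by sampling alone. Intervals are 95% exact (Clopper-Pearson) intervals of the share of reads, written as log2 ratios, and cover counting error only.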

The tetrad stage corresponded to floral buds about 1.5 mm in length from HYBP-A, HYBP-B, YH-A and YH-B. Thereafter, RNA of floral buds about 1.5 mm long was isolated from these four lines, and used for RNA-Seq. After trimming the raw data (93,800,000 reads), a total of 83,932,141 clean reads above the minimum quality threshold of Q20 per basewere selected with an average GC content of 47.7%.

### 2.3. De Novo Assembly and Functional Classification

High-quality clean reads were *de novo* assembled into 130,240 contigs with an average length of 570 bp and a N50 length of 821 bp. 

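The assembly file holds 130240 sequences with a mean length of 570.3 bases, an N50 of 821 bases and a GC content of 45.1%. The shortest has 201 bases and the longest 67532. Restricted to the 70493 sequences of at least 300 bases, the mean length was 848.3 bases, the N50 was 1200 bases and the GC content was 44.9%. Every sequence belongs to a Trinity component of its own, so summing over components changes no count. The 65535 sequences with deposited read counts had an N50 of 815 bases, and 32208 of them (49.1%) carry the description "no hit".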

Sequences that did not extend on either end were defined as unigenes. In total, 67,140 unigenes showed similarity to known genes in at least one of the five public databases including NR, Swiss-Prot, GO, KOG (eukaryotic ortholog groups) and KEGG.

GO annotation including three ontologies (molecular function, cellular component and biological process) is an international gene classification system that provides a dynamically-updated standardized vocabulary for assigning functions of genes and their products [30]. BLAST2GO program was employed to find GO terms for assembled unigenes and 29,031 unigenes were assigned at least one GO term in 55 functional groups. Of these, most were assigned to the biological process ontology (86,785; 41.2%), followed by cellular component (78,749; 37.4%) and molecular function (45,090; 21.4%) ontologies (Figure 3).

The KOGs, based on orthologous relationships between genes, include proteins encoded by seven sequenced eukaryotic genomes [31]. In total, 26,527 unigenes were assigned to the KOG classification. Because some unigenes were annotated with multiple KOG functions, a total of 29,353 functional annotations were obtained. The four largest groups annotated were “posttranslational modification, protein turnover, chaperones” (3171 unigenes), “general function prediction only” (3110 unigenes), “signal transduction mechanisms” (2893 unigenes) and “Translation, ribosomal structure and biogenesis” (2237 unigenes) (Figure 4).

**Figure 3:**
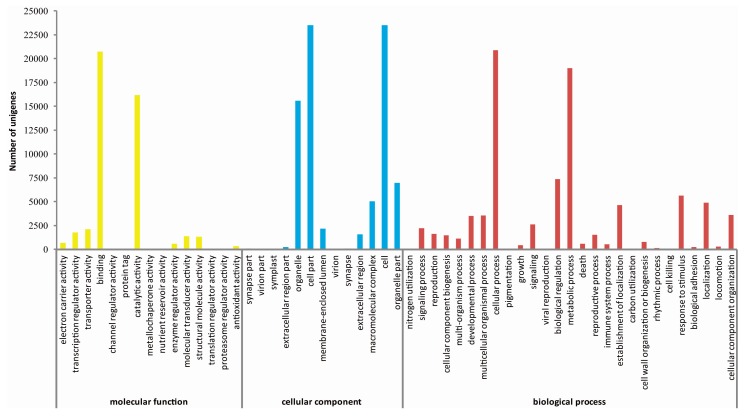
Gene ontology classifications of unigenes from the radish floral bud transcriptome. The *x*-axis indicates the sub-categories; the *y*-axis indicates the number of unigenes in a sub-category.

**Figure 4:**
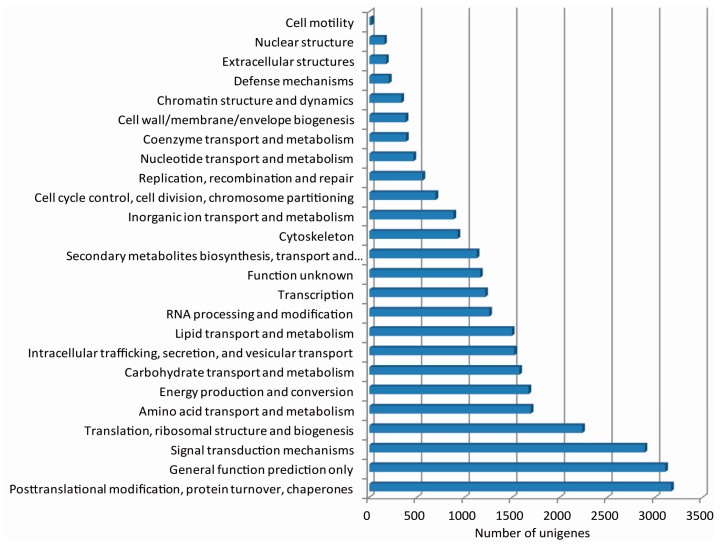
KOG function classification of unigenes from the radish floral bud transcriptome. The *x*-axis indicates the number of unigenes in a function class; the *y*-axis indicates the function classes.

The KEGG pathway records molecular interaction networks such as pathways and complexes. Sequence similarity search against KEGG GENES identified 5706 unigenes assigned to 323 KEGG pathways. The result showed that the three largest pathway categories were “carbohydrate metabolism” (803 members), “translation” (595 members) and “signal transduction” (563 members) suggesting that these pathways could be crucial for radish anther development (Figure 5).

**Figure 5:**
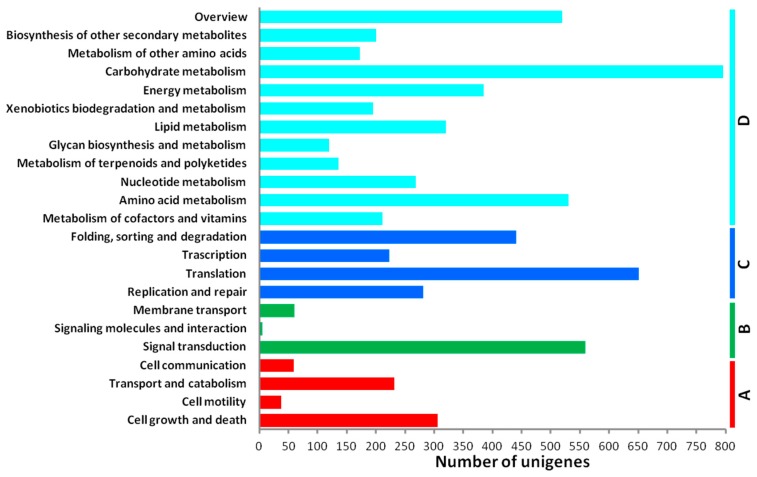
Classification based on categories of KEGG pathways. Cellular Processes (**A**); Environmental Information Processing (**B**); Genetic Information Processing (**C**); and Metabolism (**D**). The *x*-axis indicates the number of unigenes in a function class; the *y*-axis indicates the function classes.

### 2.4. Comparison of Gene Expression Levels between CMS and Maintainer Lines

RNA-Seq gene expression levels were measured using reads per kilobase of exon model per million mapped sequence reads (RPKM) [32]. RPKM values for each gene were compared between the CMS and corresponding maintainer lines to screen for DEGs. 

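Among the transcripts with deposited counts, 5331 differed between the libraries of HYBP-A and HYBP-B, 3260 of them (61.2%) higher and 2071 lower in HYBP-A. Between YH-A and YH-B, 2804 transcripts differed, 1054 (37.6%) higher and 1750 lower in YH-A. These calls use ratios scaled by the mapped reads. On that scale the median log2 ratio of transcripts with at least 10 reads in the pair was 0.28 in HYBP (23178 transcripts) and 0.22 in YH (21938 transcripts), so a typical transcript lies above 0. TMM factors from edgeR moved every log2 ratio by -0.33 in HYBP and by -0.23 in YH. With them, 2194 transcripts were higher and 3055 lower in HYBP-A (41.8% higher), and 641 were higher and 2091 lower in YH-A (23.5% higher). The direction held by more calls in HYBP-A therefore changed with the scaling. Median-of-ratios size factors from DESeq2 gave 48.2% higher in HYBP-A and 23.3% higher in YH-A. The totals moved most when a spread between plants was assumed: edgeR's exact test with a coefficient of variation of 0.4 called 402 transcripts in HYBP and 485 in YH. In the deposited tables, the authors' own column calls 2926 transcripts in HYBP and 1808 in YH. Each of those calls passes both thresholds and has an RPKM above 5 in at least 1 line of the pair.

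**Figure D1:**
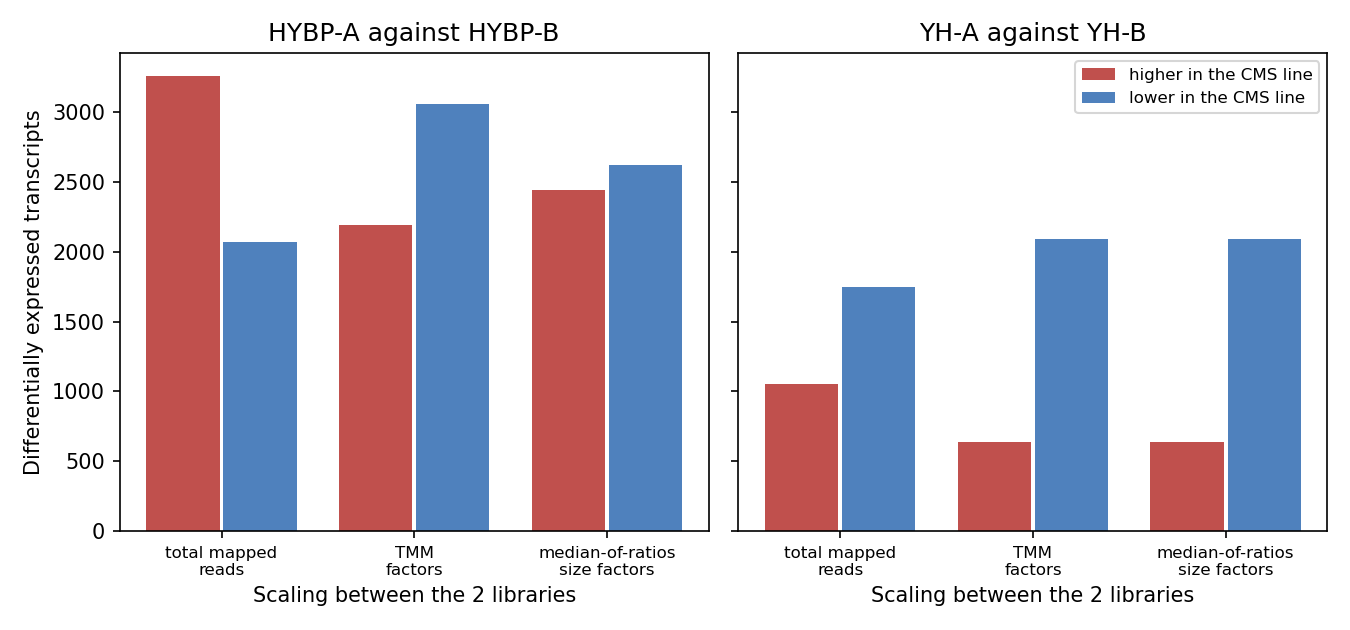
Numbers of differentially expressed transcripts (vertical axis) in HYBP-A against HYBP-B and in YH-A against YH-B, by the scaling between the libraries. Bars give transcripts higher or lower in the CMS line. In HYBP-A the higher calls fall from 3260 with mapped reads to 2194 with TMM factors, while the lower calls rise from 2071 to 3055.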

We identified 3843 DEGs (2487 up-regulated and 1356 down-regulated genes) in HYBP-A floral buds compared with HYBP-B and 2041 DEGs (676 up-regulated and 1365 down-regulated genes) in YH-A floral buds compared with YH-B. Of these, 539 DEGs exhibited the same direction of expression change in the two CMS lines relative to their corresponding maintainer lines. 

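In both pairs and in the same direction, 862 transcripts were called, 227 higher and 635 lower in both CMS lines. Another 207 were called in opposite directions. Of the 17800 transcripts with at least 10 reads in each pair, calls that were independent between the pairs would give 211.7 in the same and 217.4 in opposite directions. The pairs have no library in common, so no shared control raises this overlap. TMM factors gave 117 transcripts higher and 775 lower in both CMS lines (13.1% higher, against 26.3% with mapped reads), and 752 of the 862 were among them. Of the 862, 298 (34.6%) have no description. The list in Table S2 has 539 transcripts, 259 of which are in the tables, and 256 of these were called again in the same direction in both pairs. The paper's list and the tables give the same reads for 258 of the 259. The exception is comp58757_c0_seq2, with 0.5, 1299, 1 and 8547 reads in HYBP-A, HYBP-B, YH-A and YH-B in the tables and 8, 59, 5 and 110 in the paper's list. Calls on the same reads with the same thresholds were largely bound to recur. They check the processing and are no independent evidence. At least 20 reads in both maintainer lines and at most 3 in both CMS lines were counted for 231 transcripts, and the reverse pattern for 12.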

The transcription level of a total of 127 transcripts was increased and 412 transcripts was decreased in both HYBP-A and YH-A compared with their corresponding maintainer lines (Table S2). These data suggest that combination analysis of two groups of CMS/maintainer lines with different nuclear background was useful to decrease false positives. 

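A test with replication takes the nuclear backgrounds as the replicates. Both CMS lines were compared with both maintainer lines by edgeR's quasi-likelihood test with TMM normalization and the nuclear background as a block, which leaves 1 residual degree of freedom. Of 18269 transcripts tested, 108 had a Benjamini-Hochberg adjusted p-value under 0.05, 3 higher and 105 lower in the CMS lines, and 107 of the 108 were among the 862 called in both pairs. The smallest adjusted p-value was 0.0294. Splitting the lines as HYBP-A and YH-B against HYBP-B and YH-A gave 0 transcripts, with 251 at an unadjusted p-value under 0.05 against 1470 for the split by cytoplasm. With 1 residual degree of freedom, differences between the cytoplasms enter the error of the mixed split, so its 0 is no measure of chance for the 108. Requiring at least 10 reads in every library left 0 transcripts (928 at an unadjusted p-value under 0.05). This filter removes the 80 of the 108 that have at most 3 reads in both CMS lines and at least 20 in both maintainer lines. Among those it keeps, comp46626_c0_seq1 and comp58719_c0_seq1 lost the call as well, and the cause was not tested. The largest falls were in comp45398_c0_seq1 (AT3G28830), comp41870_c0_seq1 (AT1G61566), comp51745_c0_seq1 (no hit), comp58628_c0_seq7 (a minor tail protein) and comp60298_c0_seq1 (AT2G23900, a pectin lyase-like protein), each with an adjusted p-value of 0.0421 from the quasi-likelihood test. With median-of-ratios size factors their adjusted p-value was 0.0643 and without the block 0.963, so with either choice none of the 5 passed. None of them had a read in a CMS line. The first had 3006 reads in HYBP-B and 7298 in YH-B, so against the floor of 3 reads it was at least 1050-fold lower in HYBP-A and at least 2262-fold lower in YH-A. The minor tail protein belongs to a sequence of 40651 bases, 1 of 22 sequences of at least 20000 bases that are among the 108 and resemble bacterial genomes in their gene content. The transcripts that rose were comp64048_c0_seq1 (no hit), comp57840_c0_seq32 (a predicted hypothetical protein, LOC100167736) and comp53807_c0_seq2 (no hit). The first of them had 916, 2, 16 and 0 reads in HYBP-A, HYBP-B, YH-A and YH-B. For comp57840_c0_seq32, 2128 of its reads were in HYBP-A and 48 in HYBP-B, with 1 in YH-A and 0 in YH-B, so its rise rests on the HYBP pair. Whether its reads come from radish was not tested. None of the 3 passed with either of those choices. With the DESeq2 Wald test and the same block, all 3 rises and 4 of the 5 falls passed, the exception being comp58628_c0_seq7 (0.0736), and without the filter on low counts all 8 passed. From DEGs that change the same way in both groups of lines, the paper proposes that analysing 2 nuclear backgrounds together decreases false positives.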

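Table S3 as supplied lists 262 transcripts with 1629 terms in 40 categories, 211 transcripts lower and 51 higher in both CMS lines. Deposited read counts exist for 124 of the 262, and 123 of these were called again in the same direction in both pairs. With TMM factors 111 were. The transcripts were chosen on these reads, so calling them again, here and by category below, is no independent evidence. No enrichment was tested, because terms for the transcripts outside the list are not at hand.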

GO annotation for these DEGs showed that 268 genes were categorized into 50 functional groups with 1629 functional terms indicating that some genes were annotated with multiple terms (Table S3). The DEGs were assigned into nine subcategories in the “molecular function” category, and the two most abundant terms were ‘binding” (149 members) and “catalytic activity” (122 members) (Figure 6). 

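In Table S3, binding has 149 terms on 147 transcripts, 110 lower and 37 higher in the CMS lines. Of the 67 with deposited read counts, 66 were called again. Catalytic activity has 122 terms on 120 transcripts, 93 lower and 27 higher, with 52 of 53 called again. Transporter activity follows with 27 terms.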

Among “cellular component”, “cell” (199 members), “cell part” (199 members) and “organelle” (108 members) were the three most strongly represented terms (Figure 6). 

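For cell and for cell part, Table S3 lists 196 terms each, on the same number of transcripts (194, of which 165 were lower in the CMS lines). Of the 91 with deposited read counts, 90 were called again. For organelle it lists 108 terms on 106 transcripts, 84 lower and 22 higher, and 44 of 45 were called again.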

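By biological process, Table S3 holds 139 terms for metabolic process, with 58 of the 59 transcripts with deposited read counts called again. It holds 133 for cellular process, with 60 of 61. It holds 84 for response to stimulus, with 39 of 40, and 50 for biological regulation, with 21 of 21. In response to stimulus, 68 transcripts were lower and 15 higher in the CMS lines.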

For “biological process”, the three predominant terms for these DEGs were “metabolic process” (141 members), “cellular process” (135 members), “response to stimulus” (83 members) followed by “biological regulation” (50 members) (Figure 6).

There are a total of 79 protein-encoding genes from the radish chloroplast (cp) genome [33], and we retrieved transcripts for 72 cp protein-encoding genes from radish floral buds at this work (transcripts for cp protein genes, *psaJ*, *petG*, *ndhK*, *psaB*, *rps14*, *psbC* and *psbD*, were not detected). In contrast, mitochondrial (mt) genome from radish contains 34 protein genes [34], but only 16 protein transcripts (*atp1*, *atp4*, *atp6*, *atp9*, *ccmFC*, *cob*, *cox2*, *cox3*, *nad4*, *nad4L*, *nad5*, *nad9*, *orf138*, *rpL16*, *rps3* and *rps4*) were detected from the transcriptome. 

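No chloroplast or mitochondrial reference sequence was used here, so organelle transcripts were taken by their descriptions, a choice made after their values were seen. By description, orf138 was not analysed here. The transcripts described as chloroplast genes with at least 100 reads number 8. A description names a single gene, and the sequence can reach beyond it. The transcript described as ycf1 has 15720 bases with a longest reading frame of 1797 codons, that of the photosystem I protein 15174 bases with 240. Their reads need not come from the named gene alone. In HYBP-A, all 8 had a log2 ratio below 0 against HYBP-B, and 5 passed the thresholds. In YH-A, 6 were above 0 against YH-B and 2 passed. These thresholds leave out the RPKM above 5 that the authors' calls also have. In HYBP, rpoC2 and the photosystem I protein passed the thresholds and do not reach it. The transcript described as ycf1 (comp52083_c0_seq1) had 3809 reads in HYBP-A and 13405 in HYBP-B, a log2 ratio of -1.88 (interval -1.94 to -1.83). It had 116249 reads in YH-A and 61927 in YH-B, a log2 ratio of 1.01 (interval 1.00 to 1.03), which fell to 0.78 with TMM factors and was then not called. For rpl20 (comp56004_c1_seq1) the log2 ratios were -1.80 in HYBP and 0.90 in YH. The rps4 transcript was 0.21 in YH with mapped reads and -0.02 with TMM factors. Of the mitochondrial genes, ATPase subunit 1 (comp58037_c0_seq24) had 418, 730, 7820 and 7944 reads in HYBP-A, HYBP-B, YH-A and YH-B, log2 ratios of -0.87 and 0.08. Cytochrome c oxidase subunit II (comp53225_c0_seq3) had log2 ratios of -1.21 and 0.01, another transcript of that description (comp24831_c0_seq1) 1.43 and 0.46, and apocytochrome b (comp51212_c0_seq1) 0.72 and 0.11. Transcripts described as cytochrome c oxidase subunit III (comp18337_c0_seq1) and NADH dehydrogenase subunit 5 (comp28345_c0_seq1) had 14 and 31 reads in HYBP-B, 47 and 99 in YH-B, none in HYBP-A and at most 3 in YH-A. Their reading frames are longer when TGA is read as tryptophan, 207 against 107 codons and 540 against 202, and so is that of comp24831_c0_seq1, 164 against 58.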

No difference in levels of transcripts between CMS and maintainer lines was found from these annotated mt and cp transcripts in the present work, except CMS-inducing mt *orf138,* which was only expressed in the CMS lines.

**Figure 6:**
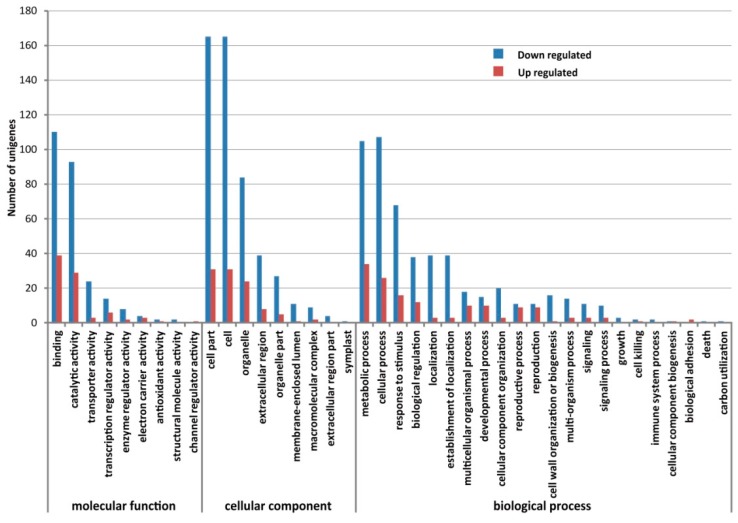
Gene Ontology classification of down- and up-regulated unigenes in floral buds in CMS lines compared with maintainer lines. The *x*-axis indicates the sub-categories; the *y*-axis indicates the number of unigenes in a sub-category.

Transcription factors (TFs) play important roles in complex biological processes under a wide range of environmental signals by regulating gene transcription through binding to specific DNA sequences in the promoters of multiple target genes [35]. At least 608 transcription factors (TFs) from *Arabidopsis* divided into 34 families were identified in the male gametophyte [36]. Here, 25 TF genes from 11 gene families were down regulated in the radish CMS lines. 

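By the annotations in Table S2, 13 of the transcripts lower in both CMS lines are HSF (4), bHLH (1), MYB (3), C2H2 (3) or WRKY (2) transcription factors. Deposited read counts exist for 4 of the 13, an HSF, a pair of MYB genes and a C2H2 gene. All 4 were called lower in both pairs, with each of the 3 scalings. They were chosen on these reads, so these calls are no independent evidence. None of the 4 passed the quasi-likelihood test over both backgrounds.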

The tapetum directly surrounding the developing male gametophyte plays a crucial role in the microspore development and maturation by supplying necessary nutrients and structural components. In both rice and *Arabidopsis* at least two bHLH factors (UDT1 and TDR, and DYT1 and AMS, respectively) were shown to be important in tapetum development [37,38,39,40]. The timing of tapetal PCD is crucial for microspore development. T-DNA knockout of *Arabidopsis* *MYB80* (encoding an MYB transcription factor) triggers premature tapetal PCD resulting in male sterility, indicating that *MYB80* is important for tapetal PCD at the proper developmental stage [41]. In the present study, three bHLH and three MYB genes were found to be down-regulated in CMS lines. 

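The MYB77 transcript (comp52746_c0_seq2, AT3G50060) had 1553 reads in HYBP-A and 3872 in HYBP-B, a log2 ratio of -1.39 (interval -1.47 to -1.30), and 1183 in YH-A and 2630 in YH-B, a log2 ratio of -1.05 (interval -1.15 to -0.95). Over both backgrounds its log2 fold change was -1.37 (standard error 0.26, adjusted p = 0.262 from the quasi-likelihood test). For the myb family transcript comp54207_c1_seq3 (AT5G52660) the log2 ratios were -2.33 in HYBP and -1.29 in YH, from 5023, 24014, 15160 and 39963 reads, and the adjusted p-value of the same test was 0.3996. The paper's Table S2 gives -2.17 and -1.31 for comp44322_c0_seq1 (AT4G37260), whose reads are not analysed here. The annotation bHLH occurs there once among the lower transcripts (comp40607_c0_seq1, AT4G30980), with the paper's log2 ratios of -1.12 and -2.26. Table S2 annotates AT1G26610, AT3G19580 and AT5G04340 as zinc finger proteins.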

Since functions of their corresponding *Arabidopsis* genes (AT1G26610, AT3G19580, AT5G04340, AT3G50060, AT5G52660, and AT4G37260) are still unkown, it is worth studying whether these genes are involved in radish CMS.

To date, two C_2_H_2_ zinc-finger transcription factors (DAZ1 and DAZ2) and two WRKY transcription factors (WRKY34 and WRKY2) in *Arabidopsis* are responsible for male gametogenesis. DAZ1 and DAZ2 promote G2- to M-phase transition in pollen [42]. WRKY34 and WRKY2 are required for pollen development at early stage [43]. 

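Of the zinc finger and WRKY transcripts lower in both CMS lines, the one with deposited read counts is AZF2 (comp54525_c0_seq5, AT3G19580), described as C2H2 zinc finger protein 1. It had 473 reads in HYBP-A and 1036 in HYBP-B, a log2 ratio of -1.20 (interval -1.36 to -1.04), and 342 in YH-A and 946 in YH-B, a log2 ratio of -1.36 (interval -1.55 to -1.18). The log2 fold change over both backgrounds was -1.43 (standard error 0.23, adjusted p = 0.184 from the quasi-likelihood test). The paper's values in Table S2 for the WRKY transcripts are -3.97 and -6.03 (comp36835_c0_seq1, WRKY31) and -1.99 and -1.39 (comp22798_c0_seq1, WRKY46) in HYBP and YH.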

Since the abortive phenotype for our radish CMS is cytologically observed shortly after the tetrad stage, it remains to be determined whether three DEGs encoding a C_2_H_2_ zinc-finger transcription factor and two WRKYs are involved in early events of the radish CMS.

Heat shock transcription factors (HSFs) and heat shock proteins (HSPs) play key roles in signal transduction in the heat stress response. Several studies suggest that some HSFs and HSPs are related to gametophyte development in the absence of heat stress [44,45,46]. In current work, five HSF and 19 HSP genes were down-regulated in radish CMS lines. 

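By annotation, Table S2 lists 4 HSF and 16 HSP transcripts as lower in both CMS lines, and 9 of these 20 have deposited read counts. It lists 1 heat shock protein-related transcript as higher. All 9 were lower in both pairs with each of the 3 scalings. Their median log2 ratio was -4.91 in HYBP and -2.20 in YH. Among 10000 random lists of 9 transcripts matched on mean expression, none had a median as low: the lowest was -1.57 in HYBP and -1.98 in YH. The study chose this list on these libraries, so its place among random lists is a description and not independent evidence. A second list, of all transcripts described as heat shock proteins or factors, was chosen after the data were seen. Outside Table S2 it has 36 transcripts with at least 10 reads in HYBP, with a median log2 ratio of -0.04 (percentile 3.87, 18 lower and 18 higher), and 34 in YH, with a median of -0.88 (percentile 0, 23 lower and 11 higher). The HSFA2 transcript (comp49986_c1_seq1, AT2G26150) had 56 reads in HYBP-A and 5312 in HYBP-B, a log2 ratio of -6.64 (interval -7.04 to -6.26), and 5127 in YH-A and 13622 in YH-B, a log2 ratio of -1.30 (interval -1.35 to -1.26). The 8 HSP transcripts with deposited read counts ranged in HYBP from -7.72 (comp45660_c0_seq1, AT5G12020) to -1.12 (comp46318_c0_seq1, AT5G09590). In YH they ranged from -4.72 (comp23486_c0_seq1, AT1G52560) to -1.63 (comp56825_c0_seq1, AT2G25140). The quasi-likelihood test over both backgrounds called 2 of the 9, comp58719_c0_seq1 (AT5G59720, log2 fold change -4.34, standard error 0.30) and comp23486_c0_seq1 (-5.06, standard error 0.32), both with an adjusted p of 0.0421. Without the block neither passed, and comp58719_c0_seq1 also lost the call when at least 10 reads in every library were required. The CMS lines also differed from each other: the median log2 ratio of the list in YH-A against HYBP-A was 3.48, and in YH-A against the maintainer line HYBP-B it was -0.96.

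**Figure D2:**
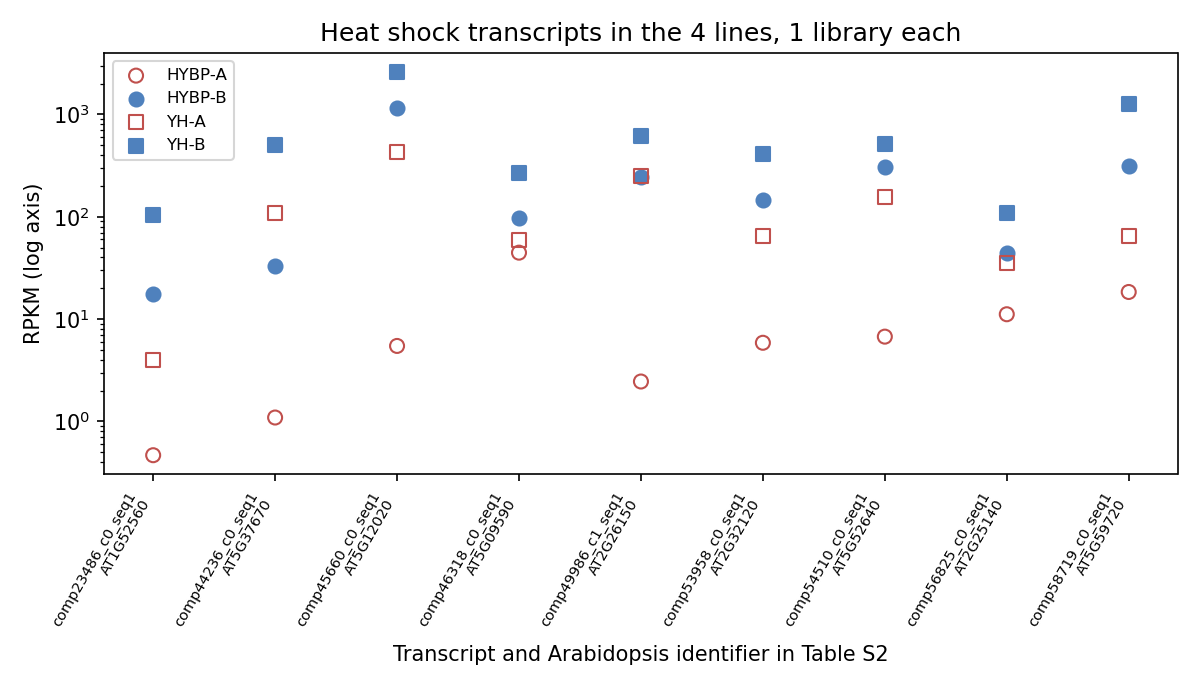
RPKM on a log axis of the 9 heat shock transcripts of Table S2 with deposited counts, 1 point per line and 1 library per line, with open symbols for the CMS lines. HYBP-A has the lowest value for each transcript, and comp49986_c1_seq1 has 249 RPKM in YH-A against 244 in HYBP-B.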

Especially, AtHSP23.6 is targeted to mitochondria [47], and the maize homolog *hsp81* is strongly expressed at the pre-meiotic and meiotic stages of microspore development without heat shock [45].

Many fertility restorer genes for the plant CMSs gene were identified as belonging to the PPR family [8,17,18,19,20,21,22]. In this work, three PPR genes were downregulated in the CMS lines. Their orthologs (GenBank accession numbers AT2G20540, AT1G33350 and AT1G71060) from *Arabidopsis* were predicted to target to the mitochondrion. 

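Of these PPR transcripts, comp46626_c0_seq1 (AT1G33350) has deposited counts. It had 69 reads in HYBP-A and 995 in HYBP-B, a log2 ratio of -3.92 (interval -4.29 to -3.57), and 518 in YH-A and 6463 in YH-B, a log2 ratio of -3.54 (interval -3.67 to -3.41). Over both backgrounds its log2 fold change was -3.87 (standard error 0.30, adjusted p = 0.0421 from the quasi-likelihood test). This transcript did not pass when at least 10 reads in every library were required or when the block was left out, as no transcript did. Beside it, the paper's Table S2 gives -2.60 and -1.86 for comp45610_c0_seq6 (AT2G20540) and -1.51 and -1.92 for comp41184_c0_seq1 (AT1G71060) in HYBP and YH. All transcripts described as pentatricopeptide repeat proteins, a list set after the data were seen, had a median log2 ratio of 0.62 in HYBP (186 transcripts with at least 10 reads, percentile 97.8 among matched random lists). In YH the median was 0.11 (172 transcripts, percentile 7.88). With TMM factors these medians were 0.28 and -0.13.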

Interestingly, one ortholog *MEF21* from AT2G20540 is involved in the C-to-U transcript editing of the mitochondrial gene *cox3* [48]. These PPR DEGs would be very valuable for further study of their roles in the radish CMS.

### 2.5. Validation of the Expression Difference of DEGs

In order to validate the expression profiling by Illumina sequencing, the expression levels of 10 genes, which showed differential expression between the CMS line HYBP-A and maintainer line HYBP-B, were further analyzed by qRT-PCR. The results showed that the direction of expression change of all the selected genes based on qRT-PCR agreed with those detected by Illumina sequencing (Figure S1). However, the fold changes in expression levels of some genes were different depending on the detection method.

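Deposited read counts cover 8 of the 10 genes tested by qRT-PCR, and all 8 were called between the libraries of HYBP-A and HYBP-B. The paper chose these genes as differing between these lines in its RNA-Seq, so the calls are no independent evidence. In the same direction as in Figure S1, 4 were lower in HYBP-A and 4 higher. The lower ones were comp25330_c0_seq2 (log2 ratio -2.53, interval -3.55 to -1.63, from 12 and 66 reads), comp62145_c0_seq1 (-1.77), comp52746_c0_seq2, and comp40542_c0_seq1 (-1.14, interval -1.29 to -0.99). The higher ones were comp39553_c0_seq1 (2.85, interval 2.61 to 3.09, from 1239 and 164 reads), comp33739_c0_seq1 (2.39), comp25403_c0_seq1 (1.47) and comp32405_c0_seq1 (1.08, interval 0.76 to 1.41). With TMM factors the last of these had a log2 ratio of 0.75 and was not called. In the YH pair the 8 transcripts went the same way as in HYBP. There, comp25330_c0_seq2 had no read in YH-A and 131 in YH-B, at least 40.6-fold lower against the floor of 3 reads. With TMM factors 3 of the higher transcripts were not called in YH, comp39553_c0_seq1 (1.09, or 0.86 with TMM factors), comp32405_c0_seq1 (1.08, or 0.85) and comp25403_c0_seq1 (1.72, or 1.49, where the adjusted p-value did not pass). None of the 8 passed the quasi-likelihood test over both backgrounds.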

## 3. Experimental Section

### 3.1. Plant Materials and RNA Extraction

The male sterile line 9802A1 possesses the CMS-inducing mitochondrial gene *orf138* [49]. CMS of 9802A1 was introduced in two maintainer lines (HYBP-B and YH-B) by a repeated backcross program (16 generations) using the maintainer lines as recurrent parents. Thus, the resulting two lines, HYBP-A and YH-A, have the same nuclear genomes as HYBP-B and YH-B, respectively. HYBP-B has round red-skinned root and YH-B is an elongated white variety, indicating a different genetic background between the two lines.

### 3.2. Histological Analysis

Fresh floral buds were stored overnight in a formalin-acetic acid-alcohol (FAA) fixative solution. Fixed buds were dehydrated through a series of differently graded ethanol ranging from 50% to 100%. After the length was rapidly measured, dehydrated buds were embedded into Technovit 7100 (Heraeus Kulzer, Wehrheim, Germany) and sectioned with glass knives in a Leica ultracut R ultramicrotome (Leica Microsystems, Wetzlar, Germany). Serial sections (1.5 μm in thickness) of anther tissues were heat fixed to glass slides and stained with 2% toluidine blue. Sectioned anthers were observed with an Olympus BX61 microscope equipped with a colour charge-coupled device (CCD) camera.

### 3.3. RNA Extraction and RNA-Seq

Floral buds about 1.5 mm in length from HYBP-A, HYBP-B, YH-A and YH-B, were sampled, immediately frozen in liquid nitrogen and kept at −80 °C for RNA extraction. Total RNA was isolated using an E.Z.N.A. Plant RNA Kit (OMEGA Bio-Tek, Norcross, GA, USA) according to the manufacturer’s protocol. RNA samples were treated with DNase I at 37 °C for 30 min to remove DNA. A fragmentation buffer was added to break the mRNA-enriched RNAs into short pieces. With these short fragments as templates, first strands of cDNAs were synthesized using random hexamer primers. The second-strand cDNA was generated using the Second Strand Synthesis Reaction Buffer and the Second Strand Synthesis Enzyme Mix from NEBNext^®^ Ultra™ RNA Library Prep Kit for Illumina (NEB, Ipswich, MA, USA). Short fragments were purified with AMPure XP Beads (Agencourt, Beverly, MA, USA) for end repair and tailing A. The resulting A-tailed fragments were mixed with NEBNext Adaptor and Blunt/TA Ligase Master Mix for adaptor ligation. Finally, the sequencing libraries were constructed following PCR amplification with these adaptor-ligated fragments. Paired-end sequencing was then performed using the Illumina sequencing platform (HiSeq™ 2500) according to the manufacturer’s instructions (Illumina, San Diego, CA, USA). Illumina sequencing was performed at Shanghai Hanyu Bio-Tech Co., Ltd., in Shanghai (China).

### 3.4. De Novo Assembly and Database Search

Reads from each library were assembled together. After trimming adapter sequences and filtering low-quality reads, the clean reads were assembled using the software package Trinity consisting of three components: Inchworm, Chrysalis and Butterfly [50]. For radish transcriptome unigene annotation, the assembled unigenes were searched against five public databases using NCBI BLASTX: the Swiss-Prot protein, Gene Ontology (GO), NCBI non-redundant protein sequences (NR), the Kyoto Encyclopedia of Genes and Genomes (KEGG) and eukaryotic ortholog groups (KOG), with an *E*-value threshold of 10^−5^.

### 3.5. Differential Gene Expression

Gene expression levels were measured during the RNA-Seq analysis in RPKM [32]. The DEseq software was used to identify differentially expressed genes in pair-wise comparisons and the results of all statistical tests were corrected for multiple testing using the Benjamini-Hochberg false discovery rate (FDR < 0.001) [51]. Sequences were deemed to be significantly differentially expressed if the adjusted *p*-value obtained by this method (*i.e.*, *Q*-value) was <0.001 and there was at least a two-fold change (>1 or <−1 in log2-ratio value which was calculated dividing the RPKM value of the CMS line by the RPKM value of the maintainer line). The data was deposited at the Gene Expression Omnibus (GEO) database under accession number GSE65142.

GO function enrichment analyses were used to identify markedly enriched function categories, in differentially expressed genes compared with the whole genome background. The formula for the calculation is as follows:

(1) $$p=1-\overset{m-1}{\underset{i=0}{\sum }}\frac{\left(\begin{array}{c} M\\ i \end{array}\right)\left(\begin{array}{c} N-M\\ n-i \end{array}\right)}{\left(\begin{array}{c} N\\ n \end{array}\right)}$$

where, *N* is the number of all genes with GO annotation, *n* is the number of DEGs in *N*, *M* is the number of all genes annotated to specific GO functional category, and *m* is the number of DEGs in *M*.

### 3.6. Real-Time Quantitative PCR (qRT-PCR) Analysis

qRT-PCR was performed using an optical 96-well plate with an iQ5 multicolor real-time PCR system (Bio-RAD, Hercules, CA, USA). Each reaction contained 1.0 μL of cDNA template from the reverse-transcribed reaction mentioned above, 10 nM of gene-specific primers, and 10 μL of iTaq™ Universal SYBR Green supermix (Bio-RAD) in a final volume of 20 μL. The primer sequence of DEGs and the control gene were listed in Table S1. The thermal cycle used was as follows: 95 °C for 30 s, followed by 40 cycles of 95 °C for 15 s, 60 °C for 30 s. qRT-PCR was performed in triplicate for each sample. The comparative threshold (*C*_t_) cycle method was used for determination of relative transcript levels normalized to the actin gene.

## 4. Conclusions

A global view of differential expression of genes from floral buds between radish CMS and corresponding maintainer lines was analyzed in this work. These results provide support for the study of the molecular mechanism of radish CMS.

## Supplementary Materials

Supplementary materials can be found at http://www.mdpi.com/1422-0067/17/1/42/s1.

# Supplementary material for: Comparative Transcriptome Profile of the Cytoplasmic Male Sterile and Fertile Floral Buds of Radish (Raphanus sativus L.)
**Source:** Int J Mol Sci. 2016 Jan 6;17(1):42. doi: 10.3390/ijms17010042
**Supplement:** Supplementary file 1

# Supplementary Materials: Comparative Transcriptome Profile of the Cytoplasmic Male Sterile and Fertile Floral Buds of Radish (*Raphanus sativus* L.)

Shiyong Mei, Touming Liu and Zhiwei Wang

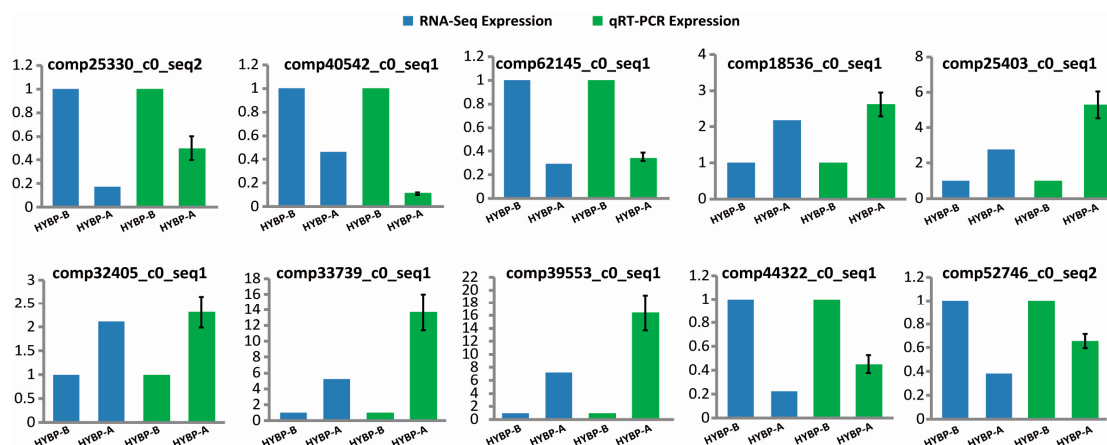

**Figure S1.** qRT-PCR verification of differentially expressed genes. RNA-Seq expression data come from one sample of HYBP-A and HYBP-B. Transcript levels from qRT-PCR were normalized to the actin gene and given as fold change compared with HYBP-B. Error bars represent SEM (standard error of mean) derived from three technical repeats.

**Table S1.** Primers for qRT-PCR.

| Genes                    | qRT-PCR Primers                                |
|--------------------------|------------------------------------------------|
| <i>comp25330_c0_seq2</i> | TTCAGACGCAGATTCGTCAC<br>TTCAAGGACATTGTTGGTTGG  |
| <i>comp40542_c0_seq1</i> | TCATTATTTTCATGCGCCAAC<br>AAGGCAGGAAGACAAGATCG  |
| <i>comp62145_c0_seq1</i> | AATCAATCCCAGCACAATCC<br>TGTTCAGCATTGGTCAGTT    |
| <i>comp18536_c0_seq1</i> | TGCTGCTTGAGATGTTGGAC<br>CGAAGAAGAACCGGATGAAA   |
| <i>comp25403_c0_seq1</i> | GGGTTTCGAGCTTGTCTCAA<br>TCCACAGATGAGCAGAGTCG   |
| <i>comp32405_c0_seq1</i> | ACCGGTTTCGTGACATTAACA<br>ACAAAACCTCACCCCAACCAG |
| <i>comp33739_c0_seq1</i> | ACCCTCATCGACAATCCAAG<br>CCCGTTGAAAATGAATCCAG   |
| <i>comp39553_c0_seq1</i> | CACGACAGTCAGGAAGCTCA<br>AAGTTCCGACAAACGGTCAC   |
| <i>comp44322_c0_seq1</i> | TGGAAACGGAGGGTATGATG<br>ATTCAATCACACAGCACCA    |
| <i>comp52746_c0_seq2</i> | GATCCTCCTCCGTCGAAGAC<br>TCAAGCGAAAGTTCGTAGCC   |

How the deposited data were processed for this re-analysis (not part of the article)

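RNA from floral buds of 4 radish lines, the CMS lines HYBP-A and YH-A and their maintainer lines HYBP-B and YH-B, was sequenced by the authors as paired-end Illumina libraries, and the clean reads of all libraries were assembled together with Trinity. The sample labels name 8 samples, 2 per line, and 0 of them are unmapped. The deposited tables have 1 column per line, so replicates cannot be compared.

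The authors deposited 2 tables, one for each pair of lines, and the assembled sequences. The deposited reads per transcript are estimated counts, whole numbers except that 0.5 stands for a count of 0. The aligner, the counter and the handling of reads that match several transcripts are not stated in the paper's text, so transcripts of gene families could share reads. The authors computed RPKM from these counts, the transcript length and the total mapped reads of the library. The deposited log2 fold change is the log2 RPKM ratio of the CMS line against the maintainer line. The deposited p-value and q-value come from the authors' test of the 2 columns, for which the methods name DEseq and the Benjamini-Hochberg procedure. These were used only to describe the deposited calls. The length column, which equals the length of the assembled sequence, was used to find the total mapped reads that the RPKM values imply.

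Each table holds 65535 of the 130240 assembled sequences. Nothing outside this part was tested, and only 259 of the 539 transcripts of Table S2 have deposited counts in it. For the MYB, bHLH, WRKY and PPR transcripts among the others, the values of Table S2 are given, as the paper's. For the HSP transcripts the range of those with deposited counts is given, and the values of the others are not. Table S2 and Table S3 were read as supplied.

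A count of 0.5 was taken as 0 in every test and as 0.5 in a log2 ratio. Between the lines of a pair, an exact two-sided binomial test on the reads of each transcript (binomTest in edgeR 4.0.16, R 4.3.3) was adjusted by the Benjamini-Hochberg procedure. A call needed an adjusted p-value under 0.001 and an absolute log2 ratio above 1, the paper's thresholds. Over both backgrounds, edgeR's quasi-likelihood test (glmQLFit and glmQLFTest, TMM normalization, filterByExpr) was fitted to all 4 libraries with the nuclear background as a block. It covered 18269 transcripts, with a common biological coefficient of variation of 0.416, and 0.05 was the threshold of the adjusted p-value. The same fit to a split that mixes cytoplasms stands beside it. A standard error printed with a log2 fold change of this test is the size of the change divided by the square root of the F statistic. It was not taken from the fit itself. DESeq2 1.42.0 gave size factors and a Wald test as alternatives. With 4 libraries in groups of 2, no wider set of splits exists to count.

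The median log2 ratio of a list was placed among 10000 random lists of the same size, drawn within 50 bins of mean RPKM from the transcripts with at least 10 reads in the pair. On simulated lists of 10 among 20000 transcripts, the median percentile was 49.2 without a shift and 0.8 with a shift of -1. The tests were tested on simulated counts drawn from the means of these libraries with 200 changed transcripts. Of the 200, the binomial test recovered 165 in the HYBP pair where counts varied by sampling alone. Over both backgrounds the quasi-likelihood test recovered 152 and DESeq2 133 at a coefficient of variation of 0.2, with 4 and 0 false calls. Where counts varied by sampling alone they recovered 199 and 181, with 12 and 0 false calls. No counts were simulated at the fitted coefficient of variation of 0.416.

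The transcripts named in the text are those whose Arabidopsis identifiers the paper gives, those of the qRT-PCR, the heat shock, bHLH, MYB, WRKY and PPR transcripts of Table S2 as groups with the extremes named, and the 5 largest rises and 5 largest falls of the test over both backgrounds among transcripts that changed the same way in both pairs. The HSP extremes are those among the transcripts with deposited counts. Only 3 rises passed the threshold. This rule, the tests and most alternatives were fixed before the data were examined. The chloroplast, mitochondrial and pollen lists and the lists of heat shock and PPR transcripts by description were set afterwards, by the wording of the descriptions. The tapetum and evening clock lists were written before the values of their members were seen. The morning clock list was written after both members had been seen to be lower in HYBP-A, and the animal list after some of its collagen transcripts had been seen in HYBP-A alone. A comparison with organelle genomes was not run, since no such sequence was used here.

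Complete genes on long sequences were predicted with Prodigal 2.6.3. Reading frames were measured with Biopython 1.88 under the standard code and with TGA read as tryptophan. Other steps used Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. The alternatives were TMM and median-of-ratios scaling, a minimum of 10 reads, assumed coefficients of variation of 0.2 and 0.4, other thresholds, 1 read in place of 0.5 for a count of 0, and, chosen after the data were seen, an RPKM above 5 and a description other than no hit.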

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

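The tests of the scaling of the ycf1 transcript, of a single chloroplast factor, of the animal list, of pollen and bacterial reads together and of the reading frames were chosen after their results were seen in full or in part, those of genes on long sequences and of the tapetum list before.

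The chloroplast transcript described as ycf1 was lower in the CMS line of HYBP and higher in that of YH. The log2 ratio of this transcript was -1.88 in HYBP and 1.01 in YH, with 1 library per line. Its sequence of 15720 bases has a longest reading frame of 1797 codons, so its reads need not come from ycf1 alone. The mixed split of the lines tests this difference between the pairs, and no transcript passed it as set. Differences between the cytoplasms enter the error of that split, so it leaves the difference open. The scaling between libraries was argued against, since with TMM factors the YH ratio stayed above 0 at 0.78, short of the threshold of 1, and the HYBP ratio below 0 at -2.22. A single factor for all chloroplast RNA, such as a different share kept through the mRNA enrichment, would give the transcripts of a pair 1 ratio. In YH the intervals of 8 of the 8 chloroplast transcripts leave out the pooled log2 ratio of 0.959, that of ycf2 barely as it ends at 0.958, and in HYBP those of 6 leave out -1.79. These intervals cover counting error only and 1 library per line gives no other spread, so a single factor and separate changes cannot be told apart. The transcript described as a photosystem I protein (-1.52 and -0.19) was below 0 in both pairs, as was that of rpoC2 (-1.49 and -0.17). Differences between nuclear backgrounds, between cytoplasms and between harvests stay open, untested.

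The 207 transcripts called in opposite directions in the 2 pairs were found because each moved one way in HYBP and the other way in YH. The mixed split of the lines tests the difference between the pairs, and 0 of 18269 transcripts passed. The DESeq2 Wald test gave 16 and dropping the filter 181. Differences between the cytoplasms enter the error of this split, so its 0 leaves the 207 open. Opposite calls numbered 195 with TMM factors and 190 with median-of-ratios size factors. An assumed coefficient of variation of 0.2 left 30 and 0.4 left 0, against 400 and 142 in the same direction. No biological explanation was tested. Calls that were independent between the pairs would give 217.4.

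Reads outside the genes that the paper discusses were seen on 22 sequences of at least 20000 bases, with at least 20 reads in both maintainer lines and none in either CMS line. They had an RPM (reads scaled by the mapped reads of the library) of 231.8 in HYBP-B and 3233.5 in YH-B. Reads from bacteria are a candidate explanation: the sequences of at least 20000 bases in the tables hold a median of 29 complete genes each, at least 16, and 83.7% of the bases of the median sequence are coding. All 22 were called lower in both CMS lines, and they make up 22 of the 108 transcripts of the test over both backgrounds. What keeps the bacteria with the maintainer buds was not tested, and a harvest, handling or biological difference stays open.

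In HYBP-A, 388 transcripts had at least 20 reads while the other libraries had at most 1 each, and all 388 were called higher in HYBP-A. The same rule gave 149 transcripts in HYBP-B, 33 in YH-A and 157 in YH-B. Reads from an animal on the HYBP-A buds are a candidate explanation. A list of animal muscle, cuticle and odorant-binding proteins (44 transcripts, 0 of them in Table S2) had 75.1% of its reads in HYBP-A, or an RPM of 246.9 against 24.5 in HYBP-B, 22.2 in YH-A and 39.7 in YH-B. For 22 of the 44, HYBP-A held over 80% of the reads, so the others are spread over the libraries. No biological explanation was tested, since the design gives none for a signal in 1 line.

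Transcripts named for pollen proteins, which the paper does not discuss, had an RPM of 1929 in YH-B and 586.9 in HYBP-B, against 2.13 in HYBP-A and 0.745 in YH-A. The list has 9 transcripts, 6 of them in Table S2. A later stage of the maintainer buds could raise them. It cannot be told apart here: the tapetum and tetrad list (7 transcripts, 0 of them in Table S2) had a median log2 ratio of -0.27 in HYBP, with 4 lower and 3 higher, and of -0.22 in YH, with 5 lower and 2 higher, and members that go both ways leave it open. The criterion set for this explanation beforehand, a median above 1 in both pairs, was not met. Pollen and bacterial reads may arrive together, as on open flowers: the pollen list was higher in YH-B than in HYBP-B by a median log2 ratio of 2.85 and the long sequences by 3.84, while transcripts with at least 10 reads in these lines had a median of -0.23. Loss of pollen-stage expression in the CMS lines, which the design names, stays open as well, untested.

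Of the transcripts named for mitochondrial genes, 6 had at most 3 reads in either CMS line. Reads from another organism are a candidate explanation: reading TGA as tryptophan, as mitochondria of animals and fungi do, lengthened the longest frame by a median ratio of 1.84, with a ratio of at least 1.5 in 4 of the 6. The other 6 transcripts named for mitochondrial genes had a median ratio of 1.04, and 1 of them reached 1.5 (comp24831_c0_seq1, 2.83). For the remaining 2 of the 6, the frames leave the origin open. A difference between the cytoplasms, which the design names, was not tested.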

How the results depend on the processing

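No paired analysis was possible because the deposited tables carry 1 column per line and no replicate numbers, so samples within the lines could not be matched. The test over both backgrounds does match lines, with the nuclear background as a block. Fits that leave out a replicate were not run for the same reason. Summing reads over Trinity components, or keeping the longest sequence of each, could not change a value, since every component holds 1 sequence. Matching sequences to organelle genomes was not run. The alternatives of an RPKM above 5, a description other than no hit and the heat shock list by description were chosen after seeing the data.

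The numbers of calls in HYBP (5331), in YH (2804) and in both in the same direction (862) stayed within 1.5 times these values with TMM factors, median-of-ratios size factors, and at least 10 reads per pair. Taking 0 reads as 1 changed no call. An assumed coefficient of variation of 0.2 gave 2261, 1227 and 400 calls, and 0.4 gave 402, 485 and 142. An adjusted p-value under 0.05 gave 8789, 4534 and 1294. A log2 ratio above 2 gave 3440, 1856 and 544. An RPKM above 5 gave 2851, 1744 and 463, and with a description other than no hit as well 1939, 1000 and 291. That description alone gave 1694 in YH and 564 in both. Each of these thresholds is narrower or wider by construction. The depth limits the calls to transcripts with enough reads: a transcript without reads in 1 line can hold up to 3.

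The split between higher and lower calls in HYBP-A depended on the scaling, with the share of higher calls falling by 19.4 percentage points with TMM factors, a test chosen after the result was seen. The factors move every ratio the same way, so this fall was bound to come, and it does not show which scaling is right. The scaling and a real excess of higher transcripts in HYBP-A cannot be told apart.

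The test over both backgrounds depended on its settings. The 108 transcripts became 24 with median-of-ratios size factors, all 24 among the 108, and 424 with the DESeq2 Wald test, 71 of them among the 108. Without a filter on low counts 1537 passed. No transcript passed with at least 10 reads in every library (0, with 928 at an unadjusted p-value under 0.05), without the block (0, with 755) or with the paper's thresholds (0, with 1470). The mixed split of the lines, 0 in the test as set (251 at an unadjusted p-value under 0.05), gave 16 with the DESeq2 Wald test and 181 without the filter. Beyond the stricter filter and thresholds, the cause was not tested. Leaving out a background gives no count, since it leaves 1 library per arm.

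The median of the heat shock list in YH, -2.20, was -2.43 with TMM factors and -2.43 with median-of-ratios size factors, a shift those factors give to every transcript. By description, the median was -0.52 in HYBP and -1.46 in YH, the cause was not tested. The median over both backgrounds, -3.65, ranged from -4.91 to -2.20 when each background was left out in turn: it was -2.20 without HYBP.

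The assembly fell from 130240 to 70493 sequences when only those of at least 300 bases were kept. Mean length, N50 and GC content stayed within 1.5 times their values. With TMM factors, the counts of transcription factor, PPR and qRT-PCR transcripts called and of GO-annotated transcripts called again stayed within 1.5 times theirs.

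Of 144 values of single transcripts under alternatives, 114 kept their direction and their side of the threshold, 27 no longer passed it, 1 newly passed and 2 changed sign. The changes of sign were the rps4 transcript in YH, 0.21 with mapped reads, -0.0231 with TMM factors and -0.0247 with median-of-ratios size factors. Both stem from the shift of all ratios by the scaling.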

Differences from the paper's values

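The counts here cover the 50.3% of the assembled sequences that have deposited read counts, while the paper's cover its whole set, so an alternative that comes near a count of the paper does not explain the difference. The alternatives of an RPKM above 5 and of a description other than no hit were chosen after seeing the values, the others before the data were examined.

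In HYBP, 2071 transcripts were called lower against the paper's 1356. Counts within 1.5 times the paper's came with an assumed coefficient of variation of 0.2 (974), a log2 ratio above 2 (1448), an RPKM above 5 (1002) and a description other than no hit (1452), and with no other alternative. The authors' own column calls 1018 of the listed transcripts lower.

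In YH, 1054 transcripts were called higher against the paper's 676. Counts within 1.5 times the paper's came with TMM factors (641), median-of-ratios size factors (636), an RPKM above 5 (675) and a description other than no hit (495), and with no other alternative. The authors' own column calls 718 of the listed transcripts higher.

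In both pairs in the same direction, 862 transcripts were called against the paper's 539, 227 against 127 higher and 635 against 412 lower. Within 1.5 times the paper's total were an assumed coefficient of variation of 0.2 (400), a log2 ratio above 2 (544), an RPKM above 5 (463) and a description other than no hit (564). For the higher transcripts these were TMM factors (117), median-of-ratios size factors (132), an RPKM above 5 (132) and a description other than no hit (106), and for the lower ones an assumed coefficient of variation of 0.2 (364), a log2 ratio above 2 (484), an RPKM above 5 (331) and a description other than no hit (458). Only 259 transcripts of the paper's list have deposited counts, 59 higher and 200 lower, and every count just given is over 1.5 times its part of these. An RPKM above 5 together with a description other than no hit gave 291, 61 higher and 230 lower, within 1.5 times.

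By annotation, 1 transcript of Table S2 lower in both CMS lines is a bHLH factor against the paper's 3. None of the alternatives applies to this count.

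The paper reports no difference of chloroplast and mitochondrial transcripts between CMS and maintainer lines apart from orf138. By description, 5 chloroplast transcripts passed the thresholds in HYBP, all lower in the CMS line, and 2 in YH, both higher, of which 1 had passed in HYBP. None was called in the same direction in both pairs. These thresholds leave out the RPKM above 5 that every call of the authors has in at least 1 line. In HYBP, rpoC2 (1.83 in HYBP-B) and the photosystem I protein (3.11 in HYBP-B) fall short of that limit, while the other called chloroplast transcripts pass it. Of the transcripts named for mitochondrial genes, 4 were called lower in both pairs, and the reading frame of each is at least 1.5 times longer with TGA read as tryptophan. All 4 stay under the RPKM limit of 5 in every line, the highest being 4.34 in YH-B. In HYBP the cytochrome c oxidase subunit II transcript comp53225_c0_seq3 was called lower (-1.21), also under that limit with an RPKM of 1.46 in HYBP-A and 3.37 in HYBP-B. The other transcript of that description, comp24831_c0_seq1, was called higher in HYBP (1.43). Its reading frame is also longer with TGA read as tryptophan, 164 against 58 codons. The paper groups AT1G26610, AT3G19580 and AT5G04340 with bHLH and MYB genes, and Table S2 annotates these identifiers as zinc finger proteins. The paper lists cox3 and nad5 among the detected mitochondrial transcripts. The transcripts described so had reading frames of 107 and 202 codons with the standard code, against 207 and 540 with TGA read as tryptophan. They were found by description in the listed part of the assembly, with no match to an organelle genome. They need not be the transcripts that the paper detected.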

Other observations

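All the tests of explanations here were chosen after their results were seen in full or in part. They cover scaling, the time of day, harvest temperature and the deposited p-values. TMM scaling itself was among the alternatives planned before the data were examined. For the time of day, the fall of the morning clock transcripts in HYBP-A had been seen, and the evening ones had not.

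The heat shock list was lower in both CMS lines. The scaling between libraries was argued against, since with TMM factors the list's median stayed far below 0, at -5.25 in HYBP and -2.43 in YH. A different time of day at harvest may enter in the HYBP pair: the evening clock transcripts (2 of them, pseudo-response regulators) had a median log2 ratio of 5.37 and the morning ones (2 of them, for CIRCADIAN AND CLOCK ASSOCIATED 1) of -2.57. In the YH pair the morning transcripts had a median of 0.32 and the evening ones of 0.34. For YH this cannot be told apart, since there are 4 transcripts in all, 1 of them with 3 and 4 reads. None of the 4 is in Table S2. A different temperature or stress of the plants at harvest may also enter, since the CMS lines differed from each other by more than the lines of the YH pair: the median log2 ratio of the list was 3.48 in YH-A against HYBP-A and -2.20 in YH-A against YH-B. The maintainer lines differed by less, 1.47 in YH-B against HYBP-B. A cytoplasm effect, which the design names, stays open beside these. For 1 library per line, line and harvest are confounded.

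The deposited p-values are consistent with a test on the reads alone, with no spread between samples: the natural logs of p-values from a normal model of read sampling were a median 0.9996 times the deposited ones in HYBP (27673 p-values) and 0.999 times in YH (23767). The methods name DEseq for this test. In the deposited tables every call of the authors passes the paper's thresholds and has an RPKM above 5 in at least 1 line, for 65535 of 65535 transcripts in each pair. The paper's text does not name the RPKM limit. In HYBP, 2748 transcripts pass both thresholds and not this limit, and in YH 1235. The authors' columns call 471 transcripts in the same direction in both pairs, 333 of them lower. Of the 471, 259 are in Table S2, and 176 of the other 212 carry the description no hit.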
